A study of Mus musculus and Acomys cahirinus with 84 samples.

How the data were processed

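Primary skin fibroblasts from 3 animal populations were profiled by RNA sequencing after gamma irradiation. Per the labels, the populations were mice labelled C56BL6, wild mice and the African spiny mouse *Acomys cahirinus*, and the libraries were stranded mRNA libraries from polyA RNA. Doses were 0, 10 and 20 Gy. Cells were collected 24 h or 12 d later, and the 12 d series had a further group labelled untreated and passaged. There were 84 libraries in 21 groups of 4. Every 24 h library belonged to one batch in the labels and every 12 d library to another, so time and batch cannot be told apart and no 24 h value was tested against a 12 d value.

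The deposited values were raw counts of reads per gene, and per the file headers they were made by the authors with featureCounts 2.0.3. The mouse table was counted against GRCm39 with Ensembl release 108 and grouped by gene identifier, per the file headers. The *A. cahirinus* table was counted against an assembly named AcoCah2 and grouped by gene name, per the file headers. The recorded commands set no option for strand, for read pairs, for multiply mapped reads or for reads in overlapping genes. Reads were therefore counted without strand, multiply mapped reads were left out, and a read in overlapping genes was not assigned. Values of antisense genes, overlapping genes and genes with near-identical copies are uncertain for this reason. The aligner was not stated in the headers or labels. The gene lengths beside the counts, also deposited by the authors, were other values in base pairs and entered no test.

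All 56 mouse and 28 *A. cahirinus* count columns were assigned to a library by name, and 0 count columns were left unused. Of 56980 mouse gene identifiers, 56236 were matched to a symbol through GENCODE annotation of the same build. The *A. cahirinus* table held 19818 gene names. Comparisons of *A. cahirinus* with mice used the 18109 symbols found once in each table, with size factors computed within each table, and compared changes within populations only. No genome sequence of *A. cahirinus* was used here.

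Total counts per library, in M (CPM is counts per M), were 26.65 to 39.82 M in C56BL6 mice, 17.42 to 35.98 M in wild mice and 25.55 to 52.86 M in *A. cahirinus*. A floor of 3 counts corresponded to 0.075 to 0.113 CPM in C56BL6 mice, 0.083 to 0.172 CPM in wild mice and 0.057 to 0.117 CPM in *A. cahirinus*. The libraries carried no molecular identifiers in the counts, so this floor covers counting error only. Pairs of replicates within a group were compared before averaging. The variance of their counts exceeded sampling noise by 7.95-fold to 573-fold over 126 pairs, and each library was counted as a replicate.

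Groups were compared with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, libraries were scaled by the trimmed mean of M values (TMM), and the quasi-likelihood test (glmQLFit, glmQLFTest) was followed by Benjamini-Hochberg adjustment with a threshold of 0.05. Each fit held only the groups compared, and differences between populations in the change at 20 Gy were tested as an interaction. The main design had no block. The replicate numbers come from the labels, and the library names give each number one animal code within a population, so a second fit took the replicate number as a block. This pairing was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. Numbers name different animals in different populations.

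Before the data were examined, 4 gene lists were fixed: 29 p53 targets, 40 proliferation genes, 33 genes of the senescence-associated secretory phenotype (here the secretory list) and 27 interferon-stimulated genes. A score was the mean log2 CPM of the listed genes that passed the expression filter, with a prior count of 2. Scores were compared by two-sided exact permutation tests over the 70 arrangements of 4 against 4 libraries, whose smallest p is 0.029. The sign-flip test of 4 pairs cannot go below 0.13. Benjamini-Hochberg values were computed over 48 tests within populations and 24 between them. Scores at 10 Gy are described without a test.

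The comparisons, the alternatives below and the rule for naming genes were fixed at the same point. The rule took a panel of 10 genes (Cdkn1a, Mdm2, Ccng1, Gdf15, Cdkn2a, Mki67, Top2a, Lmnb1, Il6 and 1 that is not reported here). It added, for 20 Gy against untreated in each population and time, the 2 genes that rose most and the 2 that fell most among those past the threshold, with a mean of at least 5 CPM and the same direction in all 4 pairs. For each interaction it took the gene with the largest difference in either direction. Genes named outside this rule were chosen after their values were seen.

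Alternatives were relative log expression (RLE) size factors, no expression filter, the Wald test of DESeq2 1.42.0, the replicate number as a block, all groups of a population and time in one fit, and leaving out each replicate number in turn. For scores they were RLE, a prior count of 0.5, means of z-scores per gene, pairs, and leaving out each number. One alternative, the block without replicate 1 for wild mice at 24 h and 10 Gy, was added after the data were seen.

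The tests were first run on simulated counts with 200 changed genes. All simulated changes were at least 2-fold, in genes above a minimum mean count, so recovery of smaller changes was not tested. With animal effects simulated, the unblocked fit recovered 76.5% of changed genes among 14229 for C56BL6 mice at 24 h, 33.5% among 14105 for wild mice at 24 h and 64.5% among 13063 for *A. cahirinus* at 12 d. The block recovered 97%, 91% and 91%. False calls were then 0% of calls without the block and 5.7% to 6.7% with it. With no animal effect simulated, the block recovered 71.5%, 0% and 65.5%, with false calls of 9.5% and 9.7% where it made any. Without the block 74%, 20.5% and 74.5% were recovered, with false calls of 5.1%, 4.7% and 6.3%. The interaction recovered 28.5% of 200 changed genes among 13938 without the block and 41% with it, with false calls of 0% and 2.4%.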

Results

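The data describe how cultured skin fibroblasts of 3 rodent populations changed in mRNA abundance after gamma irradiation. The African spiny mouse, *Acomys cahirinus*, is a rodent of another genus than the house mouse, and the design sets it beside mice labelled C56BL6 and wild mice. Each population had 7 groups of 4 libraries: 0, 10 and 20 Gy at 24 h, the same doses at 12 d, and untreated passaged cells in the 12 d series. Mean total counts per group ranged from 27.3 ± 6.75 M (SD, n = 4) in wild mice at 24 h and 10 Gy to 44.47 ± 10.17 M (SD, n = 4) in *A. cahirinus* at 24 h and 20 Gy. The lowest single library held 17.42 M counts.

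Libraries with the same replicate number deviated together. Across genes, the mean correlation of their deviations from the group means lay between 0.5 and 0.89 over the 24 comparisons within populations, against -0.29 to -0.12 for libraries with different numbers. Counts of changed genes are therefore given without and with the replicate number as a block. Genes are not independent replicates, so these correlations carry no p-value.

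The first question was how each population responded at 24 h. In C56BL6 mice, 20 Gy changed 13 of 14526 genes at an adjusted p under 0.05, 12 higher and 1 lower. With the replicate number as a block the count was 2563, 1191 higher and 1372 lower, the alternative that moved this result most (same-number correlation 0.73). At 10 Gy the count was 1 of 14280 genes, and 1646 with the block (correlation 0.72). In wild mice no gene passed at either dose without the block, where 603 genes at 10 Gy and 856 at 20 Gy had an unadjusted p under 0.05 by edgeR. With the block, 1816 genes passed at 20 Gy, 1065 higher and 751 lower (correlation 0.89), and 0 at 10 Gy (correlation 0.72), where 1564 genes had an unadjusted p under 0.05 by edgeR. The 10 Gy library of wild replicate 1 had 17843 genes detected against 21846 to 22253 in the other libraries of its group. In *A. cahirinus*, 472 of 13146 genes changed at 20 Gy, 117 higher and 355 lower. With the block the count was 3170 and the balance was the other way, 1748 higher and 1422 lower (correlation 0.66). At 10 Gy the counts were 488, 83 higher and 405 lower, and with the block 3615, 1993 higher and 1622 lower (correlation 0.7). Among called genes changed at least 2-fold, lower genes still prevailed with the block. These were 100 higher and 211 lower at 20 Gy, and 62 and 242 at 10 Gy. Without the block, 378 genes were called at both doses, all in the same direction.

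At 12 d, 20 Gy changed 4010 of 15119 genes in C56BL6 mice, 1960 higher and 2050 lower, and 7182 with the replicate number as a block (correlation 0.63). At 10 Gy the counts were 3107 and 5786 (correlation 0.62). In wild mice the counts were 10 of 14399 genes at 20 Gy and 38 of 14391 at 10 Gy, rising to 2224 and 1824 with the block (correlation 0.77 for each dose). The 12 d libraries of wild replicates 1 and 4 had 0 genes on in one and off in the other, against 32 to 115 in the other 5 pairs of wild numbers, which limits how far these 4 numbers count as separate animals. In *A. cahirinus*, 20 Gy changed 4287 of 13462 genes, 1857 higher and 2430 lower, and 6623 with the block (correlation 0.54). At 10 Gy the counts were 379 and 3638 (correlation 0.63).

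**Figure D1:**
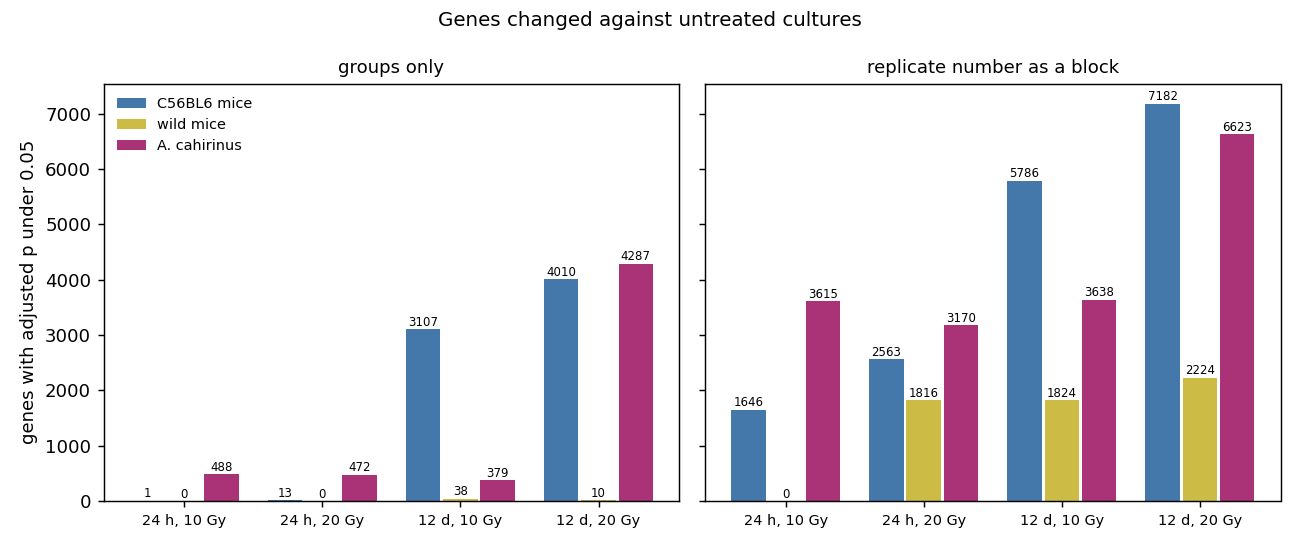
Bars give the number of genes with an adjusted p under 0.05 against untreated cultures (vertical axis, genes) by time and dose, for each population, in fits of the groups only (left) and with the replicate number as a block (right). At 12 d and 20 Gy the bars reach 4010, 10 and 4287 genes in C56BL6 mice, wild mice and *A. cahirinus* on the left, and 7182, 2224 and 6623 on the right.

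The doses were then compared with each other. At 24 h no gene differed between 20 and 10 Gy in any population without the block. Unadjusted p-values under 0.05 by edgeR were found for 277 genes in C56BL6 mice, 72 in wild mice and 55 in *A. cahirinus*. With the block the counts were 211, 0 and 40, with 188 wild mouse genes at an unadjusted p under 0.05 by edgeR and with same-number correlations of 0.72, 0.76 and 0.72. At 12 d, *A. cahirinus* had 62 genes past the threshold, 60 of them lower at 20 Gy. With the block the count was 2426, 1121 higher and 1305 lower, so this one-sided balance did not hold there (correlation 0.64). Other alternatives kept more genes lower than higher at 20 Gy. They gave 161 higher and 545 lower with DESeq2, 72 and 600 with all groups in one fit, and 1 and 74 without the expression filter. C56BL6 and wild mice had none, with 301 and 37 genes at an unadjusted p under 0.05 by edgeR, and 46 and 38 genes with the block (correlations 0.67 and 0.87).

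Untreated cultures at 12 d and untreated passaged cultures also differed. Passaging changed 7157 genes in C56BL6 mice, 1497 in wild mice and 3348 in *A. cahirinus*, and 8667, 4456 and 6431 with the block (correlations 0.58, 0.74 and 0.58). Cultures given 20 Gy differed from passaged cells in 6327, 1510 and 5668 genes, and in 8539, 5472 and 7465 with the block (correlations 0.57, 0.78 and 0.5). The irradiated cultures were not labelled passaged, so this comparison joins dose with passaging.

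Within the panel of 10 genes, the p53 targets Cdkn1a, Mdm2 and Ccng1 rose after 20 Gy in all 4 pairs of each population at both times. Gdf15 did so in C56BL6 and wild mice. In *A. cahirinus* it was higher in 3 of 4 pairs at 24 h (adjusted p = 0.274) and in 1 of 4 at 12 d, where its log2 fold change was -0.04 ± 0.4 (SE, adjusted p = 0.956, block 0.594). At 24 h Mdm2 rose by a log2 fold change of 0.98 ± 0.09 (SE) in C56BL6 mice (adjusted p = 0.0269), 1.31 ± 0.22 in wild mice (adjusted p = 0.427) and 0.93 ± 0.12 in *A. cahirinus* (adjusted p = 0.00539). With the replicate number as a block the adjusted p-values were 8.86e-08, 0.000803 and 4.81e-06. At 24 h Cdkn1a rose from 360.8 ± 48.8 to 499.3 ± 35.3 CPM (SD, n = 4) in C56BL6 mice and from 325.7 ± 55.3 to 798.9 ± 24.4 CPM (SD, n = 4) in *A. cahirinus*. In wild mice Cdkn1a rose from 178.2 ± 84.1 to 390 ± 33.2 CPM (SD, n = 4). Its adjusted p was 0.166 in C56BL6 mice, 0.623 in wild mice and 0.00311 in *A. cahirinus*. With the block these were 6.01e-05, 0.00102 and 5.31e-06, so between these edgeR fits Cdkn1a passed the threshold in the mice with the block only. The Wald test of DESeq2, without the block, gave adjusted p-values of 0.00328 in C56BL6 mice and 0.0494 in wild mice.

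The proliferation gene Mki67 fell by 1.95 on the log2 scale (SE 0.18, adjusted p = 0.00311) in *A. cahirinus* at 24 h, from 292.8 ± 17.1 to 75.41 ± 20.2 CPM (SD, n = 4). Its change was -0.14 ± 0.13 (SE) in C56BL6 mice (adjusted p = 0.817, block 0.131) and -0.81 ± 0.23 (SE) in wild mice (adjusted p = 0.644, block 0.00157). Lmnb1 at 24 h changed by -1.66 ± 0.29 (SE) in *A. cahirinus* (adjusted p = 0.0169), by -0.78 ± 0.25 in wild mice (adjusted p = 0.696, block 0.00118) and by -0.09 ± 0.13 in C56BL6 mice (adjusted p = 0.891, block 0.389). At 12 d Lmnb1 in *A. cahirinus* changed by -3.37 ± 0.15 (SE, adjusted p = 4.58e-05) and Mki67 by -3.74 ± 0.25 (SE, adjusted p = 8.75e-05). In C56BL6 mice Lmnb1 changed by -0.69 ± 0.26 (SE, adjusted p = 0.0785, block 0.0139) and Mki67 by -1.56 ± 0.64 (SE, adjusted p = 0.105, block 0.0162), each lower in 4 of 4 pairs. In wild mice Lmnb1 changed by -0.5 ± 0.27 (SE, adjusted p = 0.475, block 0.0831) and Mki67 by -1.26 ± 0.9 (SE, adjusted p = 0.606, block 0.0476). The 12 d changes depend on the untreated 12 d cultures. Mki67 there stood at 22.94 ± 21.7 CPM in C56BL6 mice and 23.94 ± 24.2 CPM in wild mice (SD, n = 4). Lmnb1 stood at 13.61 ± 5.47 and 12.42 ± 3.7 CPM. In *A. cahirinus* these genes stood at 57.86 ± 9.06 and 49.27 ± 7.77 CPM, though levels are not comparable between the species. The smaller mouse changes therefore do not by themselves show a weaker response.

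Other panel genes were compared at 12 d. Cdkn2a rose by 1.24 ± 0.29 (SE, adjusted p = 0.0135) in *A. cahirinus*. It was not past the threshold in C56BL6 mice (0.00 ± 0.23, SE, adjusted p = 1, block 0.856, higher in 2 of 4 pairs) or in wild mice (-0.23 ± 0.14, SE, adjusted p = 0.537, block 0.174), although in wild mice it was lower in 4 of 4 pairs. Il6 rose in all 4 pairs of each population, with an adjusted p of 0.014 in *A. cahirinus*, 0.257 in C56BL6 mice and 0.434 in wild mice. With the replicate number as a block these were 0.000968, 0.000491 and 0.00979, past the threshold in each population. At 24 h in C56BL6 mice Il6 changed by -0.64 ± 0.74 (SE, adjusted p = 0.862, block 0.00561). Cdkn2a there changed by -0.21 ± 0.29 (SE, adjusted p = 0.894, block 0.0171), and neither gene was higher in any pair. Il6 rose at 24 h in *A. cahirinus* by 1.02 ± 0.41 (SE, adjusted p = 0.245, block 0.00295), in 4 of 4 pairs. Wild mice had -0.15 for each gene at 24 h (block 0.557 and 0.364). Cdkn2a in *A. cahirinus* then changed by 0.18 (block 0.335). Adjusting over the panel alone, the number of genes past 0.05 at 24 h was 4, 5 and 6 in C56BL6 mice, wild mice and *A. cahirinus*, against 1, 0 and 6 adjusted over all genes. At 12 d it was 8, 3 and 9, against 5, 0 and 9. With the block, the counts adjusted over all genes were 6, 6 and 7 at 24 h and 9, 6 and 9 at 12 d, and those over the panel 6, 7 and 8 and then 9, 8 and 9.

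The genes with the largest changes past the threshold were taken by the rule stated above. In C56BL6 mice at 24 h these were Igsf9b (ENSMUSG00000034275, GRCm39 chromosome 9, 27210500 to 27268842) with a log2 fold change of 1.48 ± 0.17 (SE, adjusted p = 0.0306), Pidd1 with 1.19 ± 0.12 (adjusted p = 0.0306) and, as the single gene that fell, Sspn with -0.57 ± 0.07 (adjusted p = 0.0329). Leaving out a replicate number, in fits without the block, took the adjusted p of each as high as 0.463, 0.463 and 0.534. With all numbers and the block, the adjusted p-values were 6.84e-06, 3.17e-07 and 2.99e-05. At 12 d Hsd3b6 rose from 7.416 ± 5.75 to 266.6 ± 180 CPM (SD, n = 4) and Akr1c18 by 5.17 ± 0.52 (SE, adjusted p = 0.00107), whereas Egfl6 (chromosome X, 165306003 to 165368716) changed by -6.26 ± 0.88 (SE, adjusted p = 0.00268) and Vtn by -6.17 ± 1.23 (SE, adjusted p = 0.0095). Hsd3b6 and Akr1c18 belong to families of similar genes, so reads shared between copies make their values uncertain. Vtn stood at 0.1372 ± 0.144 CPM (SD, n = 4) after irradiation, near the floor of 3 counts, so its log2 change is imprecise. When a replicate number was left out, without the block, the adjusted p rose as high as 0.141 for Hsd3b6 and 0.0675 for Vtn. It stayed under 0.05 for Akr1c18 and Egfl6 (highest 0.0248 and 0.0343). With all numbers and the block it was 0.000163 for Hsd3b6, 7.31e-05 for Vtn and 5.49e-05 for each of Akr1c18 and Egfl6.

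In wild mice at 12 d, Inka2 and Tbc1d2 rose by 3.57 ± 0.38 and 2.57 ± 0.3 (SE, adjusted p = 0.0298 and 0.0399), and Podn and Apln changed by -2.34 ± 0.26 and -2.09 ± 0.21 (SE, adjusted p = 0.0358 and 0.0298). Each of 4 fits without the block left out a replicate number. Their adjusted p-values ranged from 0.0308 to 0.499 for Inka2, from 0.0328 to 0.519 for Tbc1d2 and from 0.0328 to 0.499 for Podn and Apln. With all numbers and the block they were 0.00372 (Inka2), 0.00298 (Tbc1d2), 0.00332 (Podn) and 0.0029 (Apln). In *A. cahirinus* at 24 h, Inpp5d rose from 2.019 ± 0.643 to 14.3 ± 0.645 CPM (SD, n = 4) and Eda2r from 9.115 ± 3.46 to 40.23 ± 5.02 CPM (SD, n = 4). Fbxo5 changed by -2.52 ± 0.31 and Esco2 by -2.33 ± 0.26 (SE, adjusted p = 0.00534 and 0.00371). When a replicate number was left out, without the block, the highest adjusted p was 0.0718 for Inpp5d, 0.111 for Eda2r, 0.111 for Fbxo5 and 0.0968 for Esco2. With all numbers and the block the adjusted p-values were 2.08e-06, 7.33e-06, 1.01e-06 and 2.08e-06. At 12 d Col22a1 and Rxrg rose by 5.87 ± 1.02 and 5.07 ± 0.95 (SE, adjusted p = 0.00384 and 0.00522), and Tnn and Kif2c changed by -5.44 ± 0.73 and -4.57 ± 0.45 (SE, adjusted p = 0.00127 and 0.00039). Leaving out a number, without the block, took their adjusted p no higher than 0.0392, 0.0472, 0.0246 and 0.0112.

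The p53 target score was higher at 20 Gy than in untreated cultures in all 4 pairs of each population at both times. At 24 h the difference was 0.46 in C56BL6 mice (5.99 ± 0.07 against 5.53 ± 0.15, SD, n = 4), 0.82 in wild mice and 0.64 in *A. cahirinus*, each with an exact permutation p of 0.029, the smallest the design allows, and an adjusted value of 0.046. At 12 d it was 0.79, 1.29 and 0.66, with the same exact p. Taking the pairs as blocks leaves each difference as it is, and the exact sign-flip p is then 0.13, also the smallest possible. The score at 10 Gy was 5.9, 5.57 and 5.15 at 24 h in C56BL6 mice, wild mice and *A. cahirinus*.

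The proliferation score separated the populations more. At 24 h it changed by 0.03 in C56BL6 mice (exact permutation p = 0.89, paired exact p = 0.875), by -0.47 in wild mice (exact p = 0.11, paired 0.25) and by -1.56 in *A. cahirinus* (exact p = 0.029, paired 0.13). At 10 Gy and 24 h the scores were 5.61 ± 0.07 in C56BL6 mice, 4.73 ± 0.08 in wild mice and 4.3 ± 0.47 in *A. cahirinus* (SD, n = 4), against 5.81 ± 0.18, 5.55 ± 0.33 and 5.94 ± 0.26 in untreated cultures. They were lower in 4 of 4 pairs of each population, and in wild mice all 4 irradiated libraries (4.67 to 4.85) lay below all 4 untreated ones (5.07 to 5.72). At 12 d it changed by -0.76 in C56BL6 mice (exact p = 0.14), -0.29 in wild mice (exact p = 0.63) and -2.5 in *A. cahirinus* (exact p = 0.029). The untreated 12 d cultures it was set against scored 3.25 ± 0.88, 2.98 ± 1.18 and 4.24 ± 0.22 (SD, n = 4). Passaged cultures scored 5.71 ± 0.2, 5.42 ± 0.47 and 5.01 ± 0.42 (SD, n = 4), and against these the score at 20 Gy was lower by -3.22, -2.73 and -3.27, each with an exact permutation p of 0.029 and in all 4 pairs. At 10 Gy and 12 d the scores were 2.92 in C56BL6 mice, 3.15 in wild mice and 3.85 in *A. cahirinus*, against 2.49, 2.68 and 1.74 at 20 Gy.

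**Figure D2:**
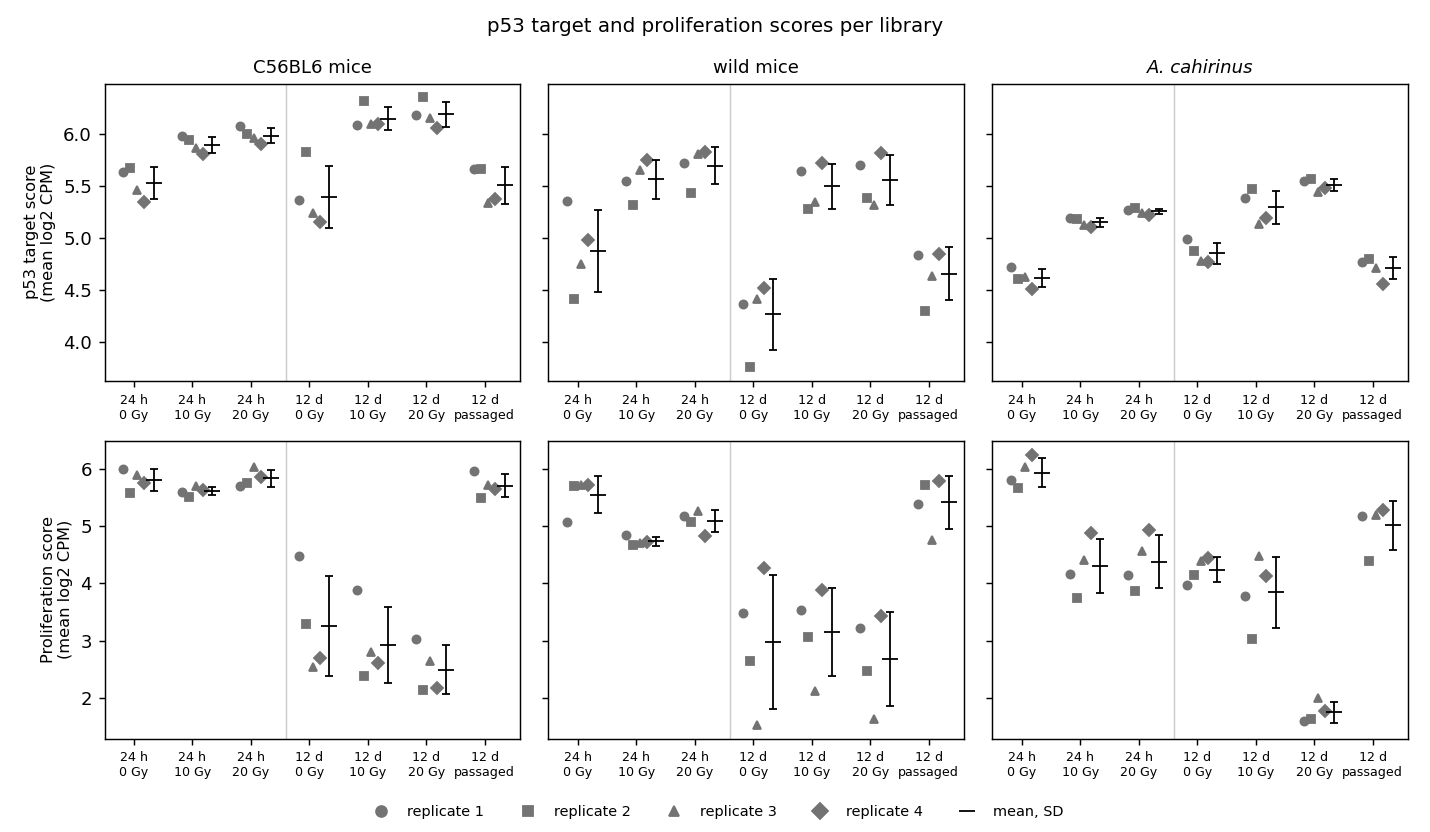
Each point is one library's p53 target score (top row) or proliferation score (bottom row), as mean log2 CPM on the vertical axis, by time and dose on the horizontal axis, with the replicate number as its symbol and the mean and SD of 4 libraries beside it. The p53 target score rises at 20 Gy in each population, and the proliferation score at 24 h falls from 5.94 to 4.38 in *A. cahirinus* while it stays at 5.81 and 5.84 in C56BL6 mice.

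The secretory score at 24 h differed from untreated cultures by -0.08, 0.22 and 0.08 in C56BL6 mice, wild mice and *A. cahirinus*, none past 0.05 (exact permutation p = 0.71, 0.14 and 0.49). The C56BL6 and *A. cahirinus* differences were smaller than the SD of either group, while the wild mouse difference was not (SD 0.21 at 20 Gy and 0.09 untreated, n = 4). Within pairs it was lower in 4 of 4 C56BL6 pairs, by -0.08 ± 0.02 (SD, n = 4, paired exact p = 0.13, the smallest possible), and higher in 3 of 4 pairs in the others (paired exact p = 0.25 for each). At 12 d it was higher at 20 Gy by 0.83, 0.61 and 1.13, each with an exact permutation p of 0.029 and in all 4 pairs (paired exact p = 0.13). The interferon score was higher at 24 h by 0.28 in C56BL6 mice, 0.2 in wild mice and 0.41 in *A. cahirinus* (exact permutation p = 0.17, 0.31 and 0.029), in 4 of 4 pairs each (paired exact p = 0.13). At 10 Gy and 24 h it was 1.44, 1.37 and 1.01, against 0.62, 0.94 and 0.61 in untreated cultures. It was higher at 12 d by 1.45 in C56BL6 mice and 1.74 in wild mice (exact permutation p = 0.029 for each). In *A. cahirinus*, where 16 of the 27 listed genes were scored against 25 and 26 in the mice, the difference was 0.3 (exact p = 0.17). The paired exact p was 0.13 in all 3 populations. Against passaged cells the interferon difference at 20 Gy was 2.75, 2.47 and 0.87 (exact permutation p = 0.029 for each). Passaged cells differed from untreated 12 d cultures by -1.3, -0.73 and -0.57 (exact permutation p = 0.029, 0.086 and 0.086). The differences against passaged cells therefore join dose with passaging.

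**Figure D3:**
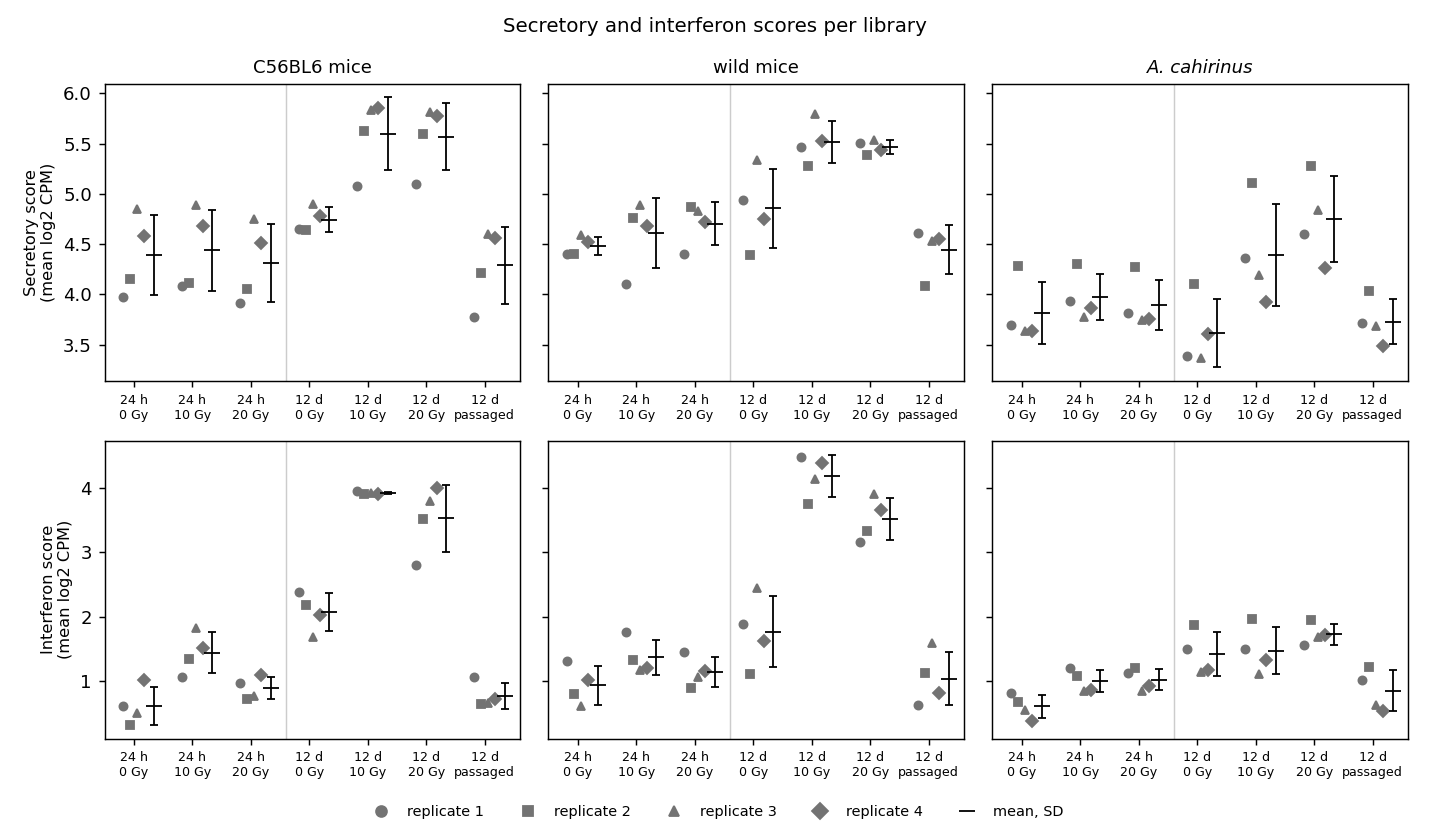
Each point is one library's secretory score (top row) or interferon score (bottom row), as mean log2 CPM on the vertical axis, by time and dose on the horizontal axis, with the replicate number as its symbol and the mean and SD of 4 libraries beside it. At 12 d and 20 Gy the mean interferon score is 3.53 in C56BL6 mice, 3.51 in wild mice and 1.73 in *A. cahirinus*, where fewer genes enter the score, so levels are not compared between the species.

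Whether the response to 20 Gy differed between populations was tested directly. Between *A. cahirinus* and C56BL6 mice, 284 of 13589 shared genes had a different change at 24 h, 27 higher and 257 lower in *A. cahirinus*, and 2658 of 14101 at 12 d. With the replicate number as a block the counts were 2280, 1196 higher and 1084 lower, and 5359, 2477 higher and 2882 lower. At 24 h the lower genes thus no longer prevailed with the block, except among differences of at least 2-fold (183 higher and 276 lower). Between *A. cahirinus* and wild mice the counts were 0 at 24 h, with 701 genes at an unadjusted p under 0.05 by edgeR, and 465 at 12 d, or 985 and 3242 with the block. Between wild and C56BL6 mice no gene differed at either time without the block, with 253 and 353 genes at an unadjusted p under 0.05 by edgeR, and 101 and 16 with it.

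At 24 h the largest differences between *A. cahirinus* and C56BL6 mice were Lgals3bp (difference 1.98 ± 0.41, SE, adjusted p = 0.0162) and Depdc1a (-2.29 ± 0.36, SE, adjusted p = 0.00352). At 12 d they were Car3 (7.12 ± 0.93, SE, adjusted p = 0.000332) and Avil (-3.4 ± 0.65, SE, adjusted p = 0.0032). Car3 fell from 10.1 ± 7.71 to 0.16 ± 0.183 CPM (SD, n = 4) in C56BL6 mice and rose from 2180 ± 355 to 5220 ± 1860 CPM (SD, n = 4) in *A. cahirinus*. The C56BL6 value of Car3 after irradiation lay near the floor of 3 counts. Against wild mice at 12 d they were Adamtsl2 (6.88 ± 1.03, SE, adjusted p = 0.00573) and Plk1 (-3.95 ± 0.92, SE, adjusted p = 0.0352).

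The change per animal in the proliferation score at 24 h was lower in *A. cahirinus* than in C56BL6 mice by -1.59 and than in wild mice by -1.09, and at 12 d by -1.74 and -2.2, each with an exact permutation p of 0.029 and an adjusted value of 0.077 over the 24 tests. None of the 24 passed 0.05 after adjustment. No exact permutation p can be below 0.029, so the adjusted value depends on how many tests reach it. These were 9 of the 24, and 30 of the 48 within populations. Between wild and C56BL6 mice the proliferation difference was -0.5 at 24 h (exact p = 0.086) and 0.47 at 12 d (exact p = 0.26). Across genes, the log2 fold changes at 20 Gy of wild and C56BL6 mice correlated with Pearson's r of 0.58 at 24 h and 0.78 at 12 d (Spearman's rho 0.52 and 0.79). Those of *A. cahirinus* correlated with C56BL6 mice at 0.15 and 0.33 (rho 0.17 and 0.3) and with wild mice at 0.41 and 0.28 (rho 0.4 and 0.31). Genes are not independent replicates, so no p-value is given.

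Untreated cultures of wild and C56BL6 mice differed in 816 genes at 24 h, 475 higher and 341 lower in wild mice, and in 417 genes at 12 d, 234 higher and 183 lower. C56BL6 replicates 1 and 2 and all wild replicates expressed the sex-linked gene Xist and not Ddx3y. C56BL6 replicates 3 and 4 expressed Ddx3y and almost no Xist. The populations were therefore not balanced by sex, and differences of sex may enter these counts. So may the epithelial keratins of C56BL6 replicate 1, whose Krt14 averaged 205.74 CPM at 24 h and 247.88 CPM at 12 d. These averages run over its untreated and irradiated libraries. Both populations were counted against GRCm39, and whether wild mouse reads were assigned equally well was not tested.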

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

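The comparisons in this part were fixed in advance, but the tests of depth, of single genes and of count concentration were chosen after the results they bear on had been seen.

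Within each group of 4 libraries, the highest or lowest value was set against the spread of the group for total counts, genes detected, the 4 scores and, in untreated and 20 Gy groups, the 10 panel genes. Of 246 such tests, 20 picked out a library, where a 5% chance for each gives 12.3. A single entry in this list is therefore weak evidence by itself.

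Replicate 1 of wild mice at 24 h was picked out in each of its 3 groups. Its untreated library had a proliferation score of 5.07 against 5.7 to 5.72 in the other libraries of the group, and 125 CPM of Top2a against 234 to 253. Its 10 Gy library had 17843 genes detected against 21846 to 22253, and its 20 Gy library 22729 against 22376 to 22381. Replicate 4 of wild mice had 84 CPM of Cdkn2a at 24 h and 20 Gy against 46.2 to 50.2. In the passaged wild cultures, replicate 4 had 20987 genes detected against 20037 to 20187 and replicate 2 a secretory score of 4.09 against 4.53 to 4.62. Replicate 3 of wild mice had 69.3 CPM of Il6 at 12 d and 20 Gy against 20 to 21.1.

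In C56BL6 mice, replicate 1 at 24 h and 10 Gy had 38.67 M counts against 28.8 to 29.67 M and 23096 genes detected against 21913 to 22106. Replicate 1 of the passaged cultures had an interferon score of 1.07 against 0.65 to 0.72, and replicate 2 at 12 d and 10 Gy a p53 target score of 6.32 against 6.1 in the others. In untreated 12 d cultures, replicate 2 had 159 CPM of Mdm2 against 95.7 to 104 and 172 CPM of Cdkn2a against 110 to 114. Replicate 1 there had 55.3 CPM of Mki67 against 8.91 to 15.6.

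In *A. cahirinus*, replicate 2 had the highest secretory score at 24 h in untreated cultures (4.28 against 3.64 to 3.7) and at 20 Gy (4.27 against 3.75 to 3.82), and 49.1 CPM of Cdkn2a at 20 Gy against 25.7 to 28.2. Its passaged library had a proliferation score of 4.38 against 5.18 to 5.29. Replicate 3 at 12 d and 20 Gy had 6.48 CPM of Mki67 against 3.39 to 3.8.

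Library depth bears on the genes detected. All 4 libraries picked out by genes detected had the highest or lowest total count of their group in the same direction, and after thinning to one depth 1 of the 4 was still picked out, the 10 Gy library of wild replicate 1 (17843 genes against 20424 to 20700). Of the 16 libraries picked out by something other than depth, 1 was also picked out by its total count, which does not exclude an effect of depth in the others. A few genes taking most of the counts was weighed next. The top 10 genes held 6.66% to 16.83% of the counts over all libraries, which argues against it. By rank, 8 of the 16 had the highest such share of their group, more than the 1 in 4 that chance gives. Rank does not show how large the share is, so a smaller effect of this kind is left open. No biological explanation was tested.

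The change at 20 Gy differed between populations in 284 genes for *A. cahirinus* against C56BL6 mice at 24 h, 2658 at 12 d, and 465 for *A. cahirinus* against wild mice at 12 d. The 8 animals of each comparison were also split into other groups of 4, with the replicate number as a block. In each of these 3 cases, and for *A. cahirinus* against wild mice at 24 h, 1 of the 35 splits, the real one, gave as many genes as the real split (2280, 5359, 3242 and 985 genes). The largest count in any other split was 1. These splits moved whole animals between populations, with both libraries of an animal together, and the counts without the block were not set against splits. For wild against C56BL6 mice, 2 of the 35 splits gave as many genes at 24 h and 2 of the 35 at 12 d, with up to 289 and 36 genes in another split, so the 101 and 16 genes of the block cannot be told apart from chance. Gene length, GC content and the separate annotations of the species were not tested, so the differences cannot be told apart from these.

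Among the scores, 9 of the 24 differences between populations had an exact permutation p of 0.029, and none passed 0.05 after adjustment (0.077 each). For the proliferation score they were -1.59 (*A. cahirinus* against C56BL6 mice, 24 h), -1.09 (against wild mice, 24 h), -1.74 (against C56BL6 mice, 12 d) and -2.2 (against wild mice, 12 d). The score fell in 4 of 4 *A. cahirinus* animals at each time, in 1 of 4 C56BL6 animals at 24 h, and in 3 of 4 animals in the other cases. For p53 targets the difference was -0.54 (*A. cahirinus* against wild mice, 12 d), with a rise in 4 of 4 animals of each. For the secretory list it was 0.3 (wild against C56BL6 mice, 24 h) and 0.17 (*A. cahirinus* against C56BL6 mice, 24 h), where the score fell in 4 of 4 C56BL6 animals, 1 of 4 wild animals and, over the 28 listed genes shared by the species, 0 of 4 *A. cahirinus* animals. For the interferon list it was 0.31 at 24 h and -1.12 at 12 d (*A. cahirinus* against wild mice), over 15 shared genes, with a fall in 1 of 4 wild animals at 24 h and in none of the others.

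After every library was thinned to 17.42 M counts, 8 of the 9 kept an exact permutation p under 0.05; the secretory difference of wild against C56BL6 mice did not (exact p = 0.086). Whichever single gene of a list was left out, 7 of the 9 kept it; the exceptions were the same secretory difference (highest exact p = 0.057) and the interferon difference at 24 h (highest exact p = 0.086). Library depth (8 of 9 kept) and a single gene of the list (7 of 9 kept) do not account for most of them. The proliferation differences at 24 h may reflect the populations, as a hypothesis, while culture conditions and untreated growth rates at 24 h could not be told apart from population. Those at 12 d depend on the untreated reference. Untreated 12 d scores were 3.25 and 2.98 in C56BL6 and wild mice and 4.24 in *A. cahirinus*, on scales that differ between the species. Against passaged cells the differences at 20 Gy were -3.22, -2.73 and -3.27, and whether these differ between populations was not tested.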

How the results depend on the processing

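One alternative in this part, the block without replicate 1 for wild mice at 24 h and 10 Gy, was chosen after the data were seen; the rest were chosen before. For each change described here the cause was not tested.

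The replicate number as a block changed most counts. In C56BL6 mice it gave 1646 genes at 24 h and 10 Gy (1 without it), 2563 at 20 Gy (13), 211 between the doses (0), and at 12 d 5786 at 10 Gy (3107), 7182 at 20 Gy (4010) and 46 between doses (0). In wild mice it gave 1816 at 24 h and 20 Gy (0), 1824 at 12 d and 10 Gy (38), 2224 at 20 Gy (10), 38 between doses (0), 4456 for passaged against untreated (1497) and 5472 for 20 Gy against passaged (1510). In *A. cahirinus* it gave 3615 and 3170 at 24 h for 10 and 20 Gy (488 and 472), 40 between doses (0), 3638 and 6623 at 12 d (379 and 4287), 2426 between doses (62) and 6431 for passaged against untreated (3348). Interactions gave 101 and 16 (wild against C56BL6 mice, 24 h and 12 d, 0 without the block), 2280 and 5359 (*A. cahirinus* against C56BL6 mice, 284 and 2658) and 985 and 3242 (*A. cahirinus* against wild mice, 0 and 465). Adding the block without replicate 1 gave 3309 genes for wild mice at 24 h and 10 Gy, against 0 with all numbers (1564 at an unadjusted p under 0.05).

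Where no gene passed without the block, unadjusted p-values under 0.05 were found for 603 and 856 genes in wild mice at 24 h for 10 and 20 Gy. Between doses they were found for 277, 72 and 55 genes at 24 h in C56BL6 mice, wild mice and *A. cahirinus*, and for 301 and 37 in C56BL6 and wild mice at 12 d. For interactions they were found for 253 and 353 genes (wild against C56BL6 mice) and 701 (*A. cahirinus* against wild mice, 24 h).

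Wild and C56BL6 mice with the same number are different animals, and the deviations of same-numbered untreated libraries correlated at -0.08 at 24 h and -0.04 at 12 d. A block on these numbers gave 231 and 136 genes, against 816 and 417.

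The Wald test of DESeq2 gave 149 and 269 genes in C56BL6 mice at 24 h for 10 and 20 Gy and 12 between doses. In wild mice it gave 92 and 101 at 24 h, 600 and 663 at 12 d, 1 between doses at 12 d, 2903 for passaged against untreated and 2617 for 20 Gy against passaged. In *A. cahirinus* it gave 1010 and 1107 at 24 h, 1530 at 12 d and 10 Gy and 706 between doses. Interactions gave 8 (wild against C56BL6 mice, 12 d), 495 (*A. cahirinus* against C56BL6 mice, 24 h), 84 and 1136 (*A. cahirinus* against wild mice, 24 h and 12 d). Untreated wild against C56BL6 mice gave 1766 and 1081.

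Fitting all groups of a population and time together gave 36 and 111 genes in C56BL6 mice at 24 h, 348 and 504 in wild mice at 12 d for 10 and 20 Gy, 2376 for wild passaged against untreated, and in *A. cahirinus* 855 at 24 h and 20 Gy, 1026 at 12 d and 10 Gy and 672 between doses. Without the expression filter the counts were 9 and 22 in C56BL6 mice at 24 h, 22 and 765 in wild mice at 12 d for 10 Gy and for passaged against untreated, and 198 in *A. cahirinus* at 12 d and 10 Gy. RLE size factors changed 1 count by more than 1.5 times, from 1 to 5 genes in C56BL6 mice at 24 h and 10 Gy. RLE moved the median log2 fold change of all genes by at most 0.034, and 0 of the counts shifted their share of higher genes by more than 10 points.

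Leaving out each replicate number in turn, without the block, gave these ranges of genes. In C56BL6 mice they were 0 to 47 and 0 to 77 at 24 h for 10 and 20 Gy, 283 to 5366 and 1092 to 6087 at 12 d, 4400 to 8531 for passaged against untreated and 3898 to 7527 for 20 Gy against passaged. In wild mice at 12 d they were 0 to 52 and 0 to 55 for 10 and 20 Gy, 0 to 2118 for passaged against untreated and 0 to 1894 for 20 Gy against passaged. In *A. cahirinus* they were 0 to 889 and 3 to 670 at 24 h, 0 to 1393 and 1626 to 6678 at 12 d, 0 to 1985 between doses, 786 to 5039 for passaged against untreated and 2677 to 8115 for 20 Gy against passaged. Interactions ranged from 0 to 206 and 613 to 2417 (*A. cahirinus* against C56BL6 mice, 24 h and 12 d) and 0 to 801 (*A. cahirinus* against wild mice, 12 d). Untreated wild against C56BL6 mice ranged from 299 to 623 and from 115 to 374. Where a count fell to 0, the fit had 548 to 2646 genes at an unadjusted p under 0.05. The counts without the block therefore depend on which animals enter.

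The counts were also set against splits that part every same-numbered pair, of which there are 8, so the share of splits cannot go below 1 in 8 and cannot rule out chance. Other splits would put both libraries of an animal in one group and so add the differences between animals. For each comparison within a population with any genes called, 1 of the 8 splits, the real one, gave as many genes, without the block and with it. The largest count in another split was 7, for 20 against 10 Gy in C56BL6 mice at 24 h with the block. Where no gene was called, all 8 of the 8 splits gave as many. The 8 untreated wild and C56BL6 animals make 35 splits, and 1 of the 35 gave as many genes at each time, with at most 0 genes in another split at 24 h and 170 at 12 d.

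Score differences within and between populations kept their direction under RLE and a prior count of 0.5, and the 48 within populations did so with z-scores, which were not run between populations. They kept their side of an unadjusted exact permutation p of 0.05 except in the cases given here, and no difference between populations passed 0.05 after adjustment as reported. With z-scores, the secretory difference of passaged against untreated C56BL6 mice (-0.093 SD units) and the interferon difference of 20 Gy against passaged *A. cahirinus* (0.887 SD units) were no longer past it. With RLE and with a prior count of 0.5, the interferon difference at 24 h in *A. cahirinus* (0.403 and 0.44) and its difference from wild mice (0.265 and 0.331) were no longer past it, nor was the secretory difference of wild against C56BL6 mice at 24 h with a prior count of 0.5 (0.344). The p53 target difference of wild against C56BL6 mice at 12 d (0.493 with RLE) came past it. Leaving out a number reversed 2 small score differences: proliferation in C56BL6 mice at 24 h (-0.021 to 0.134) and interferon, wild against C56BL6 mice at 24 h (-0.16 to 0.012). Pairing leaves a mean difference as it is and cannot show stability.

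Among named genes, those with changes near 0 reversed. Cdkn2a in C56BL6 mice at 12 d was 0.011 with RLE and with DESeq2 and -0.061 to 0.063 when a number was left out. Gdf15 in *A. cahirinus* at 12 d was 0.01 with RLE, 0.011 with DESeq2 and -0.513 to 0.186 when a number was left out. Cdkn2a in *A. cahirinus* at 24 h ranged from -0.004 to 0.29 and Lmnb1 in C56BL6 mice at 24 h from -0.151 to 0.002. Of the other named results, 22 came past 0.05 with the block and 12 with DESeq2, while leaving out a number gave 75 values no longer past it and 9 newly past it. Of the correlations across genes, 5 moved when genes of at least 10 CPM were taken and 11 when a number was left out.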

Other observations

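The patterns in this part were noticed in the data before their tests were chosen. The correlation of wild replicate 1 with its own number was chosen as a test after its result was seen, and Fisher's exact test on pseudogenes was added after the shares had been seen.

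Wild mouse replicate 1 differed between 24 h and 12 d. Counting genes at 5 CPM or more at one time and under 0.2 CPM at the other, over the untreated, 10 Gy and 20 Gy libraries, it had 86 switched genes, against 1 to 26 in the other 11 animals, a ratio of 3.31 to the highest of them. A change of culture state or batch shared by all animals would give a ratio near 1. The correlation across genes of its deviations at 24 h and 12 d was -0.09, against 0.65 to 0.84 for the other 11 animals. A mislabelled culture at one of the times is therefore a candidate explanation. The deviations of wild replicate 1 at 12 d correlated at 0.7 with those of replicate 4 at 24 h, as did replicate 4's own 12 d deviations. At 24 h replicate 1 was nearest to replicate 3, with 15 genes on in one and off in the other against 34 to 126 in the other 5 pairs. Between replicates 1 and 4 at 12 d, 0 genes were on in one and off in the other, against 32 to 115 in the other 5 pairs, so wild replicates 1 and 4 at 12 d may come from one culture or one animal. Sex-linked genes do not separate the wild animals, whose replicates all expressed Xist. If so, the 12 d wild groups would hold fewer animals than 4.

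The 10 Gy library of wild mouse replicate 1 at 24 h stood apart from the other libraries of that animal. Its correlation with the untreated library of the same number was 0.5, against 0.82 to 0.88 for replicates 2 to 4. After all libraries were thinned to 17.42 M counts, the lowest of these 3 was 0.8 and its own was 0.49, so lower depth does not account for it. Leaving replicate 1 out of the block gave 3309 genes at 10 Gy, 1654 higher and 1655 lower, against 0 with it (1564 at an unadjusted p under 0.05), and 2399 at 20 Gy. A poor or mislabelled library may therefore mask the 10 Gy response in wild mice at 24 h.

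More genes were detected, at 1 count or more, after 20 Gy than in untreated cultures at 12 d: 25245 ± 577 against 20977 ± 403 (SD, n = 4) in C56BL6 mice, 23188 ± 1280 against 19989 ± 644 in wild mice and 16034 ± 169 against 15075 ± 143 in *A. cahirinus*, higher in 4 of 4 pairs each. After thinning to one depth the differences were 3240, 2581 and 822 genes, each with an exact permutation p of 0.029, so library depth does not account for them. Reads at olfactory and vomeronasal receptor genes, which serve as a measure of reads at silent genes, rose by 28 RPM (reads per M) in C56BL6 mice (37.5 ± 3.3 against 9.49 ± 0.898, SD, n = 4) and 11.5 in wild mice, each with an exact p of 0.029, and by 2.98 in *A. cahirinus* (exact p = 0.086), higher in 4 of 4 pairs each. Genomic DNA or readthrough reads may thus contribute in the mice, and cannot be excluded in *A. cahirinus*. In thinned counts, genes found in all 4 libraries at 20 Gy and in none of the 4 untreated ones were taken as added. Pseudogenes made up 4.9% of the 369 added genes with a biotype in C56BL6 mice against 4.4% of genes found in all 4 untreated libraries (Fisher's exact p = 0.61), and 6.9% of 159 in wild mice against 4.9% (Fisher's exact p = 0.26). Few of these added genes were pseudogenes, but reads shared with pseudogenes cannot be excluded. Genes found in only some libraries of a group were not examined, so the shares do not cover the whole rise in genes detected. A biological opening of silent genes cannot be told apart from reads at silent genes of other origin.

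Epithelial keratins were found in C56BL6 replicate 1. Krt14 lay between 134 and 435 CPM in its 7 libraries and at most at 0.0774 CPM in the 21 libraries of the other numbers. Of the 14 further genes of a keratinocyte list, 9 were highest in replicate 1 in all 7 groups, among them Krt5 (152 CPM on average, against at most 0.338), Dsp (79.2 CPM) and Col17a1 (98 CPM). Epithelial cells in the culture of this animal are a candidate explanation (9 of 14). Epcam and Cldn1 were highest in replicate 1 in 2 of the 7 groups. The list was written after Krt14 had been noticed and before the other genes were looked at.

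In *A. cahirinus* 62 genes differed between 10 and 20 Gy at 12 d, 60 of them lower at 20 Gy (1305 of 2426 with the block). In C56BL6 mice 0 differed, where 301 had an unadjusted p under 0.05 by edgeR. With the block the C56BL6 count was 46, 35 higher and 11 lower at 20 Gy. In wild mice the counts were 0 without the block and 38 with it, 37 of them lower at 20 Gy. The contrast in gene counts is therefore one of degree. The mean proliferation score of wild mice was 3.15 at 10 Gy and 2.68 at 20 Gy. The change in proliferation score from 10 to 20 Gy was -2.1 ± 0.49 (SD, n = 4) in *A. cahirinus* and -0.42 ± 0.31 in C56BL6 mice, a difference of -1.68 with an exact permutation p of 0.029, the smallest possible, lower in 4 of 4 animals of each. After thinning, 37 genes differed between the doses in *A. cahirinus*, so library depth does not fully account for it. A difference between populations in the dose response of proliferation genes is a hypothesis in line with -1.68.

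The proliferation score fell more in *A. cahirinus* than in C56BL6 mice at 24 h, by -1.59. With any one gene of the list left out the difference lay between -1.61 and -1.57, and after thinning it was -1.56, so neither single genes nor library depth accounts for it. Untreated scores at 24 h were 5.94 ± 0.26 in *A. cahirinus* and 5.81 ± 0.18 in C56BL6 mice (SD, n = 4), with overlapping values and a difference of -0.13 for C56BL6 mice minus *A. cahirinus*. Levels across the tables of the species are not comparable, so untreated cultures proliferating at different rates cannot be ruled out. A larger fall of proliferation genes at 24 h and 20 Gy in *A. cahirinus* than in C56BL6 mice remains a hypothesis. At 10 Gy the score was also lower in 4 of 4 C56BL6 pairs (5.61 against 5.81), so a response in C56BL6 mice is not excluded.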
